A study of Danio rerio with 53 samples.

How the data were processed

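Lymphocytes of zebrafish were sorted by fluorescence from thymus and marrow, and their RNA was measured with a method that sequences the 3-prime end of each transcript (QuantSeq FWD), per the labels. The animals carried pairs of fluorescent transgenes: a red reporter driven by the rag2 or the lck promoter and a green reporter driven by the cd79a or the cd79b promoter, per the labels. The 53 libraries fell into 19 groups of 1 line and 1 sorted population each, of which 16 held 3 libraries, 2 held 2 libraries and 1 held 1 library. The labels gave the groups 10 cell type names in 4 lines. One name was spelled "T State III" in the labels and was read as T Stage III. Groups of different lines that shared a cell type name were treated as that cell type.

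The deposited table of raw counts held 14424 rows, 1 of which counted the gfp transgene. It was used for all main results. Every row had at least 10 counts in at least 3 libraries. The aligner, the counting tool, the genome build, the annotation release, the strand setting and the row filter were not stated in the labels. A table of normalised signal was also deposited; within each library its values were the raw counts divided by 1 constant, from 0.65 to 1.65 between libraries, which matched median-ratio size factors recomputed here to a relative difference of 5.3e-15. The deposited table on the log2 scale held variance-stabilised values, in which a count of 0 took the value 9.49 in every library. Columns were matched to libraries by the sample number in the labels, and 0 columns belonged to no library. Gene identifiers were used as deposited, and symbols came from a table of identifiers and symbols: 13909 of the 14423 gene identifiers had a symbol and 514 did not, and 1297 shared a symbol with another identifier and carry the identifier after the symbol. No genome was used here, so no coordinates are given. Members of gene families with similar 3-prime ends (immunoglobulin constant genes, the ccl38, ccl34 and MFAP4 families, haemoglobins) could share reads, and their separate values are uncertain. The same holds for overlapping genes.

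CPM (counts scaled to a common library total) were computed over all rows of the table, gfp included. The gfp row was not tested. Total counts ran from 7295854 to 18778603 per library with a median of 11912824, so that 3 counts, the upper limit that a count of 0 allows, correspond to 0.411 CPM or less. The molecules were not counted with identifiers as far as the labels tell, so these limits cover counting error only. Replicates of a group were compared with a chi-square test of their counts: over 50 pairs the statistic per degree of freedom ran from 128 to 599, and Pearson's r across genes on log2 CPM ran from 0.516 to 0.843 with a median of 0.734. No pair was close enough to be 1 library deposited more than once.

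Differences were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, quasi-likelihood fit with robust moderation and the dispersion default of that version, quasi-likelihood F test) in 1 model with a mean for each of the 19 groups over all 53 libraries. Each comparison was a contrast of those means. The filter of at least 10 counts in at least 3 libraries removed no row, and 14423 genes were tested. P values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05, and every adjusted p of a gene is from this test unless another is named. Log2 fold changes are fitted values with standard errors (SE). They depend on a prior count where a group is at 0, so for genes whose lower side had at most 3 counts in every library the ratio of the higher mean to the mean level of 3 counts is given as a lower bound. This bound, written as at least, covers counting error of the lower side only. It leaves out the spread between replicates, and zeros beyond counting error occurred, so the true ratio can be smaller. Comparisons that the lines allowed were made within lines or as a mean over lines. T Stage III against T Stage II and early T-committed against early B-committed cells crossed lines, and there the difference between the lines in thymic B cells was subtracted. T stages were compared in the lck-cd79a and rag2-cd79a lines, B stages in the rag2 lines. Sample numbers ran on within each line and the labels named no batch, so line and any batch cannot be told apart.

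The designs, the alternatives, 7 gene lists and the rule for named genes were fixed before the data were examined. By that rule the text names, for each of 14 comparisons, up to 2 genes with the largest positive and 2 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean of at least 10 CPM on the higher side, complete separation of the libraries within each line compared (not required in the comparisons across lines) and a symbol that is not a clone or identifier name, plus rag2, lck, cd79a and cd79b. Other genes named were chosen after their values were seen, and the text says so. The lists were T lineage (28 of 45 genes found), B lineage (30 of 48), cell cycle (46 of 50, in 48 rows of the table), V(D)J recombination (3 of 3), erythroid (7 of 12), myeloid (9 of 15, in 12 rows of the table) and thymic epithelium (7 of 10). The first 3 were tested in 14 comparisons with fry from limma 3.58.1 on voom values of the same model (two-sided, directional), adjusted over the 42 pairs of list and comparison. A kidney tubule list of 44 genes, 24 of them found, was written after the genes called between B Stage III and B Stage II had been seen and before its own values were. The similarity of thymic B libraries to other cell types was the Pearson correlation across genes of log2 CPM with a prior count of 2, a description without a test. Each library was correlated with the mean of all libraries of a cell type.

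The alternatives were DESeq2 1.42.0 on the same design, median-ratio size factors, no low-count filter, a mean of at least 5 CPM, a fit of only the libraries compared, limma on the deposited variance-stabilised table, single lines or no line adjustment, T Stage I as 1 of its 2 populations, each library left out in turn, camera with a preset correlation of 0.01, gene lists without the reporter genes and rag1, and other correlations (Spearman, prior count 0.5, the 500 most variable genes). A mean of at least 100 CPM, the dispersion pipeline of earlier edgeR versions, gene lists with each library left out and gene lists with median-ratio size factors were added after the data had been seen. Other splits of the libraries were refitted, with at most 60 splits drawn for a comparison to limit computing time.

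The procedures were tested on simulated counts for the real genes, library sizes and spreads, with 200 genes of a mean of at least 10 CPM changed 4, 8 or 16-fold. In the layout of thymic B against T Stage II, over 14389 genes, edgeR recovered 64.5% of the changed genes, and 12.2% of its calls were unchanged genes. In the layout of T Stage IV against T Stage III, with 3 libraries on each side and 14381 genes, it recovered 28.5%, and 21.9% of its calls were unchanged genes. These shares are above the nominal 5 per 100, which limits how firmly single genes can be taken. In the same layouts DESeq2 recovered 81% and 46.5% with 85.3% and 86.7% unchanged genes among its calls, and limma on log2 values recovered 49% and 23% with 3% and 2.1%. At an unadjusted p under 0.05, fry called the changed list in both layouts and 5 and 10 of 100 unchanged lists, and camera called the changed list in both and 2 and 3. All 30 genes of the changed list were raised, which makes it easy to find. Each gene was drawn independently, so false calls for lists of genes that vary together were not checked. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.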

Results

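The deposited data describe lymphocyte populations sorted from the thymus and the marrow of 4 double-transgenic zebrafish lines, in a series on the thymus and its involution. The rag2 promoter is active in cells that rearrange antigen receptor genes, the lck promoter in T lineage cells, and the cd79a and cd79b promoters in B lineage cells. Of the 53 libraries, 29 came from thymus and 24 from marrow. In the thymus the labels name T Stage I (6 libraries), T Stage II (6), T Stage III (3), T Stage IV (3) and thymic B cells (11). In the marrow they name early T-committed cells (6), early B-committed cells (3), B Stage I (6), B Stage II (6) and B Stage III (3). The libraries held between 7295854 and 18778603 counts with a median of 11912824. Between 3804 and 11360 genes had at least 1 count in a library, with a median of 7893, and 45.1% of all entries of the count table were 0. Thymic B libraries had 6601 ± 1462 detected genes (SD, n = 11), T Stage II libraries 9149 ± 1111 (SD, n = 6) and B Stage I libraries 9750 ± 631 (SD, n = 6).

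The reporter genes were examined first, because the cells had been sorted by them. The gfp transgene was counted at 1789 ± 1808 CPM in thymic B cells (SD, n = 11), 759 ± 273 CPM in B Stage I (SD, n = 6) and 1004 ± 981 CPM in B Stage II (SD, n = 6). B Stage III, present in the rag2-cd79b line alone, held 173 ± 67.1 CPM, within the spread of B Stage II of that line, at 203 ± 144 CPM, while B Stage II of the rag2-cd79a line held 1804 ± 678 CPM (SD, n = 3 each). All 6 T Stage II libraries held 0 gfp counts, which allows at most 0.342 CPM in the shallowest of them. T Stage I libraries held 40.2 ± 22.1 CPM (SD, n = 6) and T Stage IV libraries 131 ± 20.4 CPM (SD, n = 3). The endogenous cd79a gene (ENSDARG00000037473) stood at 507 ± 222 CPM in thymic B cells and 314 ± 84.3 CPM in B Stage I, and had more than 3 counts in 2 of 6 T Stage II, 1 of 6 T Stage I and 0 of 3 T Stage IV libraries. The lck gene (ENSDARG00000102525) stood at 276 ± 104 CPM in T Stage II (SD, n = 6), 226 ± 99.8 CPM in early T-committed cells (SD, n = 6) and 17.5 ± 22.1 CPM in thymic B cells (SD, n = 11). No early B-committed or B Stage III library had an lck count. The rag2 gene (ENSDARG00000052121) stood at 219 ± 49.4 CPM in T Stage II (SD, n = 6), 161 ± 64.3 CPM in B Stage I (SD, n = 6), 12 ± 10.8 CPM in B Stage II (SD, n = 6) and 2.64 ± 6.48 CPM in early T-committed cells (SD, n = 6). The cd79b gene (ENSDARG00000104691) was low even in B cells, at 36.5 ± 30.3 CPM in thymic B cells (SD, n = 11).

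**Figure D1:**
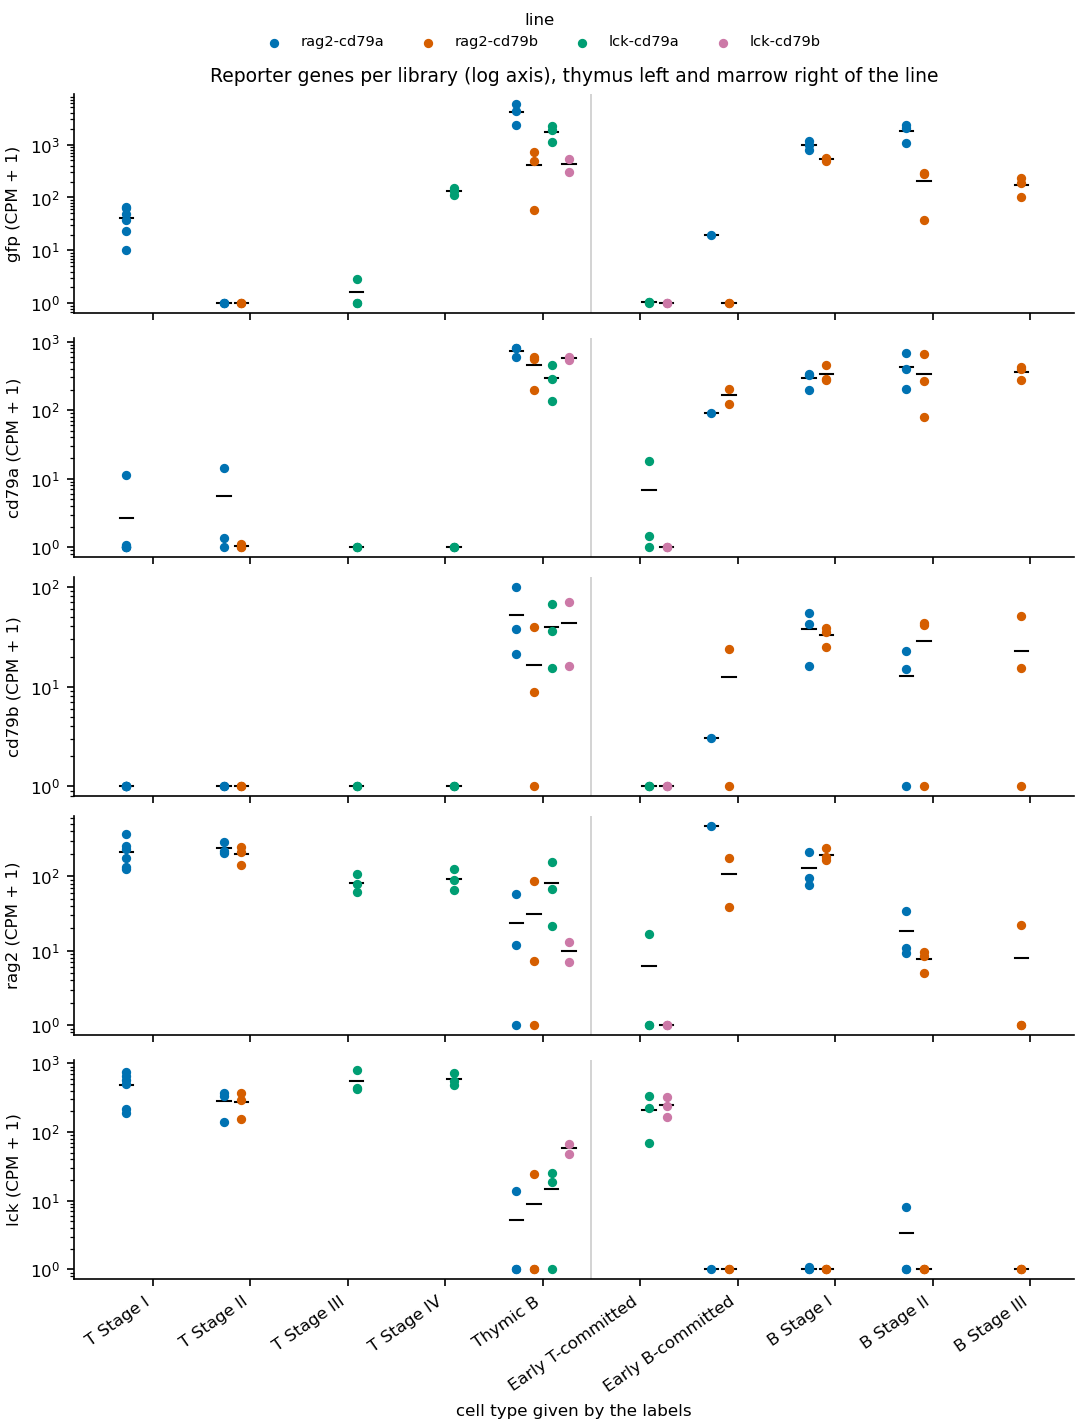
CPM plus 1 (log axis) of the gfp transgene and of cd79a, cd79b, rag2 and lck in each of the 53 libraries, by cell type; points are libraries coloured by line and short lines are the means of each line within a cell type. All 6 T Stage II libraries had 0 gfp counts, and the 11 thymic B libraries ran from 56.4 to 5773 CPM.

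The first question was how the thymic T populations differ along the order of stages given by the labels. T Stage II and T Stage I of the rag2-cd79a line gave 0 genes with an adjusted p under 0.05 by edgeR, and 707 genes had an unadjusted p under 0.05 where 721 would be expected by chance. The number of calls depended on the test: DESeq2, the alternative that moved it most, called 880 genes. The populations T3 and T2, which share the name T Stage I, also gave 0 genes by edgeR, with 397 genes at an unadjusted p under 0.05. T Stage III against T Stage II, with the line difference subtracted, gave 2 genes, both higher, and 1121 genes at an unadjusted p under 0.05. They were si:dkey-238c7.12 (ENSDARG00000095556), higher by 2.94 on the log2 scale (SE 0.42, edgeR adjusted p 4.56e-07), and si:dkey-238c7.13 (ENSDARG00000092191), higher by 8.15 (SE 1.35, edgeR adjusted p 0.00494). Both were named after their values were seen, because the count was this small. Leaving out rag2-cd79a T Stage II replicate 25 or lck-cd79a thymic B replicate 51 left 1 gene each, and leaving out lck-cd79a T Stage III replicate 45, T Stage II replicate 26 or thymic B replicate 52 gave 5, 6 and 6. For T Stage II against T Stage I the count became 1 without T Stage I replicate 29 and 3 without T Stage II replicate 26.

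T Stage IV against T Stage III, both from the lck-cd79a line, gave 11 genes, all lower in T Stage IV. The genes chosen by the rule were ccl38a.4 (ENSDARG00000041917), at 271 ± 173 CPM in T Stage III (SD, n = 3) and without a count in T Stage IV, which is at least 1290-fold lower (edgeR adjusted p 9.99e-06), and ccl38.6 (ENSDARG00000041923), at 225 ± 165 CPM and at least 1070-fold lower (edgeR adjusted p 1.43e-08). Bounds of this kind, here and below, cover counting error only and not the spread between replicates. Among the other genes called, named after their values were seen, cd74a fell by 2.24 on the log2 scale (SE 0.38, edgeR adjusted p 0.000335) and syk fell by 4.67 (SE 0.94, edgeR adjusted p 0.00393). The count fell to 3, 4 and 4 without T Stage IV replicates 48, 49 and 50 and to 5 without T Stage III replicate 47.

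The second question was how B cells change along the marrow stages. B Stage I against early B-committed cells gave 152 genes, 84 higher and 68 lower. TMC2 (ENSDARG00000033104) was at 990 ± 1480 CPM in early B-committed cells (SD, n = 3) and without a count in B Stage I, at least 4400-fold lower (edgeR adjusted p 7.77e-13). The early B-committed libraries ran from 134 to 2700 CPM of TMC2, so the size of its bound rested mostly on 1 library. The rims2a gene (ENSDARG00000101606) was at least 405-fold lower (edgeR adjusted p 5.19e-05). In the other direction sptbn1 (ENSDARG00000102883) stood at 106 ± 51.1 CPM in B Stage I (SD, n = 6) and at 0 in early B-committed cells, at least 385-fold higher (edgeR adjusted p 0.00347), and kcnip4b (ENSDARG00000037256) was at least 234-fold higher (edgeR adjusted p 0.0237). The call of kcnip4b was lost without early B-committed replicate 7 or 8, and without replicate 7 the count was 93. Only 3 early B-committed libraries were present, 1 of them from the rag2-cd79a line.

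B Stage II against B Stage I gave 161 genes, 22 higher and 139 lower, and 107 without rag2-cd79a B Stage II replicate 43. With 1 library left out, the higher genes ran from 9 to 30. The fewest came without rag2-cd79a B Stage I replicate 41 and the most without rag2-cd79b B Stage II replicate 15. Among the lower genes slc22a4 (ENSDARG00000005335) was at least 118-fold lower (edgeR adjusted p 0.00741) and rasd1 (ENSDARG00000019274) at least 114-fold lower (edgeR adjusted p 0.01). Among the higher genes glb1l (ENSDARG00000029955) rose by 3.22 on the log2 scale (SE 0.77, edgeR adjusted p 0.00991), a call lost without replicate 11, and MYC_ENSDARG00000007241 by 3.27 (SE 0.84, edgeR adjusted p 0.0176); MYC lost its call in 7 of the 12 fits that left out 1 library. The rag2 gene fell by 3.8 on the log2 scale (SE 0.65, edgeR adjusted p 2.61e-05). B Stage III against B Stage II of the rag2-cd79b line gave 4 genes, all higher, and 1231 genes at an unadjusted p under 0.05. They were slc22a2 (ENSDARG00000030530), at 269 ± 218 against 9.75 ± 7.76 CPM, pvalb9 (ENSDARG00000071601), at 629 ± 513 against 20.3 ± 23.1 CPM (SD, n = 3 each, edgeR adjusted p 0.0464 for both), and, named because the count was this small, IGFBP5 (ENSDARG00000025348), also at an edgeR adjusted p of 0.0464, and selenop (ENSDARG00000093549, edgeR adjusted p 0.00113). The count was 0 without B Stage II replicate 13 or 14 or B Stage III replicate 18, and 1 without B Stage II replicate 15 or B Stage III replicate 17.

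The third question was how B cells of the thymus compare with marrow B cells and with thymic T cells. Thymic B against B Stage II, as a mean over both rag2 lines, gave 191 genes, 53 higher and 138 lower. With median-ratio size factors in place of TMM the calls were 68 higher and 81 lower, so the share of higher genes moved from 27.7% to 45.6%. The runx3 gene (ENSDARG00000052826) rose by 10.23 on the log2 scale (SE 0.88, edgeR adjusted p 1.99e-19), from 2.48 ± 5.82 CPM in B Stage II (SD, n = 6) to 318 ± 147 CPM in thymic B cells (SD, n = 6). The mbpa gene (ENSDARG00000036186) rose by 12.34 (SE 1.69, edgeR adjusted p 1.36e-07), to 272 ± 164 CPM (SD, n = 6). In B Stage II runx3 ran from 0 to 14.4 CPM and mbpa from 0 to 0.601 CPM. For each gene 1 library held most of that mean, so the size of the fitted value is uncertain. In the opposite direction fxyd2 (ENSDARG00000094561) was at least 168-fold lower (edgeR adjusted p 6.92e-06). Early T-committed libraries, also from marrow, held 91.3 to 345.5 CPM of fxyd2. Kidney tubule RNA in the marrow libraries therefore stays open as its source. The call of h1m (ENSDARG00000102892), at least 267-fold lower (edgeR adjusted p 0.0389), was lost in 9 of the 12 fits that left out 1 library. B Stage II libraries held 90.6 ± 166 CPM of h1m (SD, n = 6), from 3.22 to 428 CPM. The size of its bound thus rested mostly on 1 library. The count was 94 without rag2-cd79a thymic B replicate 33, 112 without rag2-cd79b thymic B replicate 4, and 123 and 126 without rag2-cd79a B Stage II replicates 42 and 44.

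Thymic B against B Stage III of the rag2-cd79b line gave 155 genes, 44 higher and 111 lower. With median-ratio size factors 56 were higher and 60 lower. The count was 37 and 90 without thymic B replicates 4 and 5, and 86, 83 and 56 without B Stage III replicates 16, 17 and 18. Without thymic B replicate 4, 24 genes were higher and 13 lower, so the majority changed sides. It stayed lower in the other fits. The higher genes fell to 14, 15 and 11 without B Stage III replicates 16, 17 and 18 and rose to 63 without thymic B replicate 6. The itgae.2 gene (ENSDARG00000057787) was at least 426-fold higher in thymic B cells (edgeR adjusted p 0.000106), with libraries from 0.645 to 193 CPM, and ufsp1 (ENSDARG00000061610) at least 257-fold higher (edgeR adjusted p 0.0475), a call lost in 5 of 6 fits that left out 1 library. The pvalb9 and fxyd2 genes had no count in thymic B cells of that line and were at least 1700-fold (edgeR adjusted p 2.81e-05) and 876-fold lower (edgeR adjusted p 2.62e-06). In B Stage III replicates 16, 17 and 18, pvalb9 stood at 152, 561 and 1172 CPM and fxyd2 at 36.4, 213 and 720 CPM. The kidney tubule list rose alike, at 346, 472 and 978 summed CPM. Kidney tubule RNA in the marrow libraries thus stays open as a source of both differences.

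Thymic B against T Stage II gave 1439 genes, 528 higher and 911 lower, the most of the 16 comparisons. With median-ratio size factors 624 were higher and 716 lower, so the share of higher genes moved from 36.7% to 46.6%. The genes linc-iglc3 (ENSDARG00000069839), at 2999 ± 1458 CPM in thymic B cells (SD, n = 6), and igl3c3 (ENSDARG00000071461), at 976 ± 400 CPM (SD, n = 6), had no count in T Stage II and were at least 11300-fold (edgeR adjusted p 7.4e-11) and 3690-fold higher (edgeR adjusted p 4.51e-37). ANPEP_ENSDARG00000036809 was at least 743-fold lower (edgeR adjusted p 8.86e-14) and rasa4 (ENSDARG00000029372) at least 688-fold lower (edgeR adjusted p 3.14e-12). All 4 reporter genes differed: cd79a rose by 10.41 on the log2 scale (SE 0.97, edgeR adjusted p 9.89e-14), cd79b was at least 127-fold higher (edgeR adjusted p 0.000889), lck fell by 5.4 (SE 0.67, edgeR adjusted p 1.39e-10) and rag2 fell by 2.93 (SE 0.6, edgeR adjusted p 9.63e-05). The cd79b call was lost without thymic B replicate 5.

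Across genes, which are not independent replicates, all 11 thymic B libraries correlated best with B Stage II, with a mean Pearson's r of 0.729 ± 0.036 (SD, n = 11) against 0.695 ± 0.05 for B Stage I, 0.685 ± 0.026 for B Stage III and 0.661 ± 0.033 for early T-committed cells. The means held 6 libraries for B Stage II, B Stage I and early T-committed cells but 3 for B Stage III. A mean of fewer libraries is noisier, which can lower r, so the order of B Stage II and B Stage III is uncertain. The nearest marrow B stage lay above the nearest T stage by 0.067 ± 0.017 (SD, n = 11), in all 11 libraries. Over the 500 most variable genes, the alternative that moved this most, the difference was 0.802. By Spearman's correlation 10 of the 11 libraries were nearest B Stage II and 1 was nearest B Stage I.

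**Figure D2:**
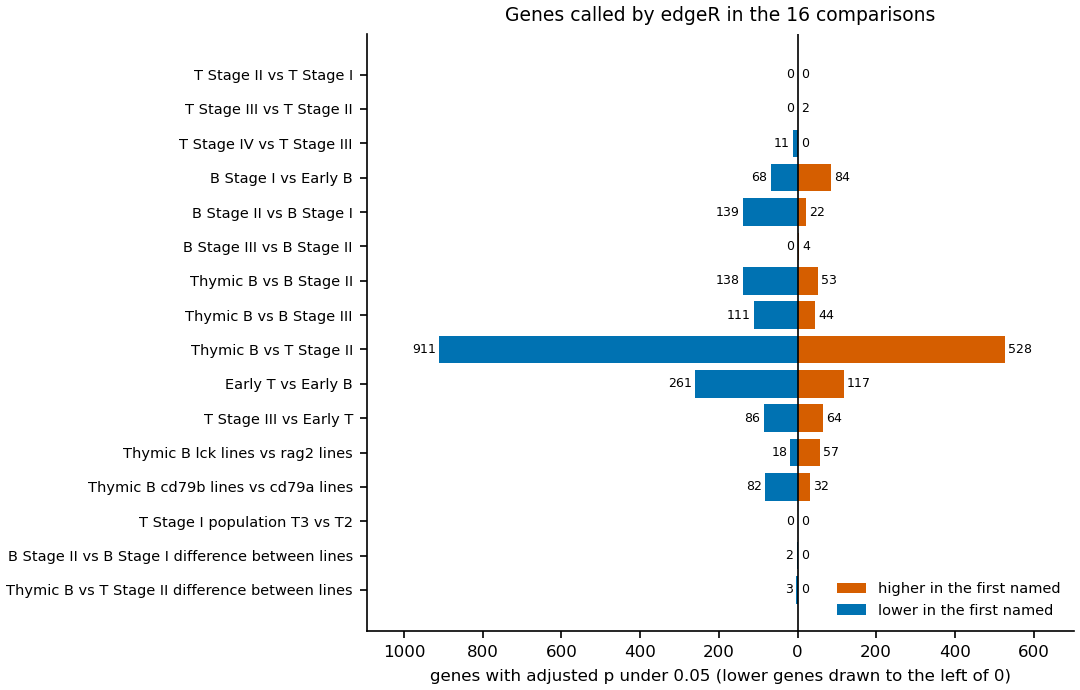
Genes with an edgeR adjusted p under 0.05 in the 16 comparisons; bars to the right count genes higher in the first named cell type and bars to the left genes lower in it, from 0 calls in T Stage II against T Stage I to 911 lower and 528 higher in thymic B against T Stage II.

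A further pair of comparisons concerned the early committed cells of the marrow. Early T-committed against early B-committed cells, with the line difference subtracted, gave 378 genes, 117 higher and 261 lower. The lck gene was at least 821-fold higher (edgeR adjusted p 0.0167; bounds in this comparison are before the line adjustment), a call lost without replicate 6, 8 or 33. The rag2 gene fell by 10.01 on the log2 scale (SE 1.8, edgeR adjusted p 5.19e-05) and cd79a fell by 8.44 (SE 1.57, edgeR adjusted p 0.000334). The esco2 gene (ENSDARG00000014685) was at least 303-fold lower (edgeR adjusted p 4.76e-05) and rab40b (ENSDARG00000042410) at least 50.2-fold lower (edgeR adjusted p 0.00942), each losing its call in 1 of 19 fits that left out 1 library (replicates 19 and 53). The carmil2 gene (ENSDARG00000056639) was at least 179-fold higher (edgeR adjusted p 0.000824) and lost its call without replicate 6 or 21. PTPN4_ENSDARG00000000183 was higher (edgeR adjusted p 0.0446) but lost its call in 11 of the 19 fits. T Stage III against early T-committed cells of the lck-cd79a line gave 150 genes, 64 higher and 86 lower. FAM117A (ENSDARG00000078640) was at least 795-fold higher in T Stage III (edgeR adjusted p 1.44e-10) and ANPEP_ENSDARG00000036809 at least 729-fold higher (edgeR adjusted p 1.25e-06). The rag2 gene rose by 4 on the log2 scale (SE 0.99, edgeR adjusted p 0.0125), a call lost without T Stage III replicate 45 or early T-committed replicate 54 or 56, and not made by DESeq2. The s1pr4 gene (ENSDARG00000074851) was at least 1950-fold lower (edgeR adjusted p 4.96e-09) and lyz (ENSDARG00000057789) at least 1710-fold lower (edgeR adjusted p 0.00799), the latter not called without T Stage III replicate 45 or 46. Without T Stage III replicate 46 the count was 62 (35 higher, 27 lower). Without 45 it was 65 (37 and 28), and without 47 it was 99 (50 and 49). Without early T-committed replicate 56 it was 79 (28 and 51). The majority was higher in each fit without a T Stage III library, and lower in each fit without an early T-committed library.

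Thymic B cells were sorted in all 4 lines, which allows the lines to be compared within 1 cell type. Their libraries also differed in detected genes. These were 3804 to 5942 in rag2-cd79b and 5885 to 6740 in rag2-cd79a. In lck-cd79b they were 6177 and 7064, and in lck-cd79a 7893 to 8911. Total counts ran from 7756073 to 8677058 in rag2-cd79b and from 15347074 to 18778603 in lck-cd79a. Detection and depth were not separated from the line, so they may account for part of the calls below. The lck lines (5 libraries) differed from the rag2 lines (6 libraries) in 75 genes, 57 higher and 18 lower, and the cd79b lines (5 libraries) from the cd79a lines (6 libraries) in 114 genes, 32 higher and 82 lower. With median-ratio size factors these were 30 higher and 20 lower, and 51 higher and 43 lower. Without lck-cd79b replicate 19 the counts were 16 and 32, and without rag2-cd79b replicate 6 they were 128 and 226. The first count was also 34, 34, 38 and 45 without replicates 33, 51, 4 and 53, and the second 36, 61, 62, 67 and 69 without replicates 20, 35, 51, 53 and 34. The bet1l (ENSDARG00000032037) and capn2b (ENSDARG00000055592) genes were at least 113-fold and 98.4-fold higher in the lck lines (edgeR adjusted p 0.017 and 0.0187), and lamtor5 (ENSDARG00000090194) and mbpa fell by 4.96 on the log2 scale (SE 1.09, edgeR adjusted p 0.0126) and 3.91 (SE 0.87, edgeR adjusted p 0.0147). Each of these 4 calls was lost without replicate 19 and 1 other library (52 for bet1l, 33 for capn2b, 20 for lamtor5 and mbpa). The clic4 gene (ENSDARG00000022995) was at least 375-fold higher in the cd79b lines (edgeR adjusted p 0.000105) and was called in all 11 fits that left out 1 library. The calls of atp8a1_ENSDARG00000063001 (edgeR adjusted p 0.0177), anapc1 (ENSDARG00000075687, edgeR adjusted p 0.0344) and nap1l4a (ENSDARG00000070560, edgeR adjusted p 0.0333) were lost in 5, 6 and 7 of these fits. The step from B Stage I to B Stage II differed between the rag2 lines in 2 genes (411 at an unadjusted p under 0.05) and the difference of thymic B from T Stage II in 3 genes (1193 at an unadjusted p under 0.05). The latter count was 1 without any of T Stage II replicates 1, 2, 3, 24 and 26 and thymic B replicates 4, 34 and 35, and 6 without thymic B replicate 6.

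The preset lists were tested as sets. Of 42 pairs of list and comparison, 25 had an adjusted p under 0.05 by fry, 25 by camera, and 20 by both in the same direction. Lists without the reporter genes and rag1 gave 21 by fry, and the fits that each left out 1 library moved the count most, to between 18 and 25. The cell cycle list was lower in B Stage II than in B Stage I by a mean of 4.15 on the log2 scale (mean log2 fold change -4.15, fry adjusted p 7.62e-09), with summed counts of 5722 ± 1122 CPM in B Stage I and 1001 ± 549 CPM in B Stage II (SD, n = 6 each), and no overlap between the libraries of the 2 stages (4320 to 7501 against 300.1 to 1704 CPM). Of its 48 genes, 23 were lower with adjustment over all genes and 39 adjusted over the list alone. In thymic B against T Stage II the list also fell (mean log2 fold change -6.39, fry adjusted p 4.07e-13), with 35 genes over all genes and 44 adjusted over the list alone. It rose in T Stage II against T Stage I (mean log2 fold change 1.41, fry adjusted p 0.00741), where no single gene of the list passed over all genes or adjusted over the list alone and 9 had an unadjusted p under 0.05. T Stage I libraries ran from 2375 to 9059 summed CPM and T Stage II libraries of both lines from 5233 to 8204, so that the ranges overlapped. The overlap came from T Stage I replicate 28 alone, since the other T Stage I libraries reached at most 3853 summed CPM. In T Stage III against T Stage II the cell cycle list fell (mean log2 fold change -3.7, fry adjusted p 0.00346), a call lost without thymic B replicate 33. That value includes the subtracted line difference in thymic B cells, so it is not the size of the change in the T cells. Summed counts were 3150 ± 238 CPM in T Stage III (SD, n = 3) and 6511 ± 1212 CPM in T Stage II of both lines (SD, n = 6). In thymic B cells the cell cycle list was lower in the cd79b than in the cd79a lines (-3.18, fry adjusted p 7.91e-05). It was higher in the lck than in the rag2 lines (2.1, fry adjusted p 0.00798), a call also lost without replicate 33. Detected genes and depth differed between these lines and were not separated from the line here either.

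The B lineage list rose in B Stage I against early B-committed cells (mean log2 fold change 2.47, fry adjusted p 9.54e-10), with 8 genes over all genes and 13 adjusted over the list alone, 1 of which was lower, and in B Stage II against B Stage I (0.66, fry adjusted p 3.6e-05), with 1 and, adjusted over the list alone, 3 genes. In thymic B against T Stage II it rose by 5.73 (fry adjusted p 1.86e-24), with 23 genes over all genes and 26 adjusted over the list alone, 2 of which were lower. In T Stage IV against T Stage III it fell (mean log2 fold change -1.49, fry adjusted p 0.00346), with 3 genes over all genes and 7 adjusted over the list alone, all lower. The pax5, cd79a, cd79b, blnk and cd37 genes of this list were at 0 CPM in both stages. The fall came from other genes of the list, such as cd74a (1600 to 362 CPM) and syk (30 to 1.1 CPM). The T lineage list rose in thymic B cells against B Stage II (1.84, fry adjusted p 8.39e-05), with 3 and, adjusted over the list alone, 5 genes. It fell in thymic B against T Stage II (mean log2 fold change -5.78, fry adjusted p 4.25e-18), with 18 and, adjusted over the list alone, 19 genes. In early T-committed against early B-committed cells it rose by 3.91 (fry adjusted p 2.06e-07), with 4 genes over all genes and 4 adjusted over the list alone. The B lineage list in thymic B against B Stage II was called by fry (mean log2 fold change -0.85, fry adjusted p 0.0238) but not by camera, which gave the opposite direction (camera adjusted p 0.569), and the fry call was lost without replicate 4, 6, 13 or 35.

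**Figure D3:**
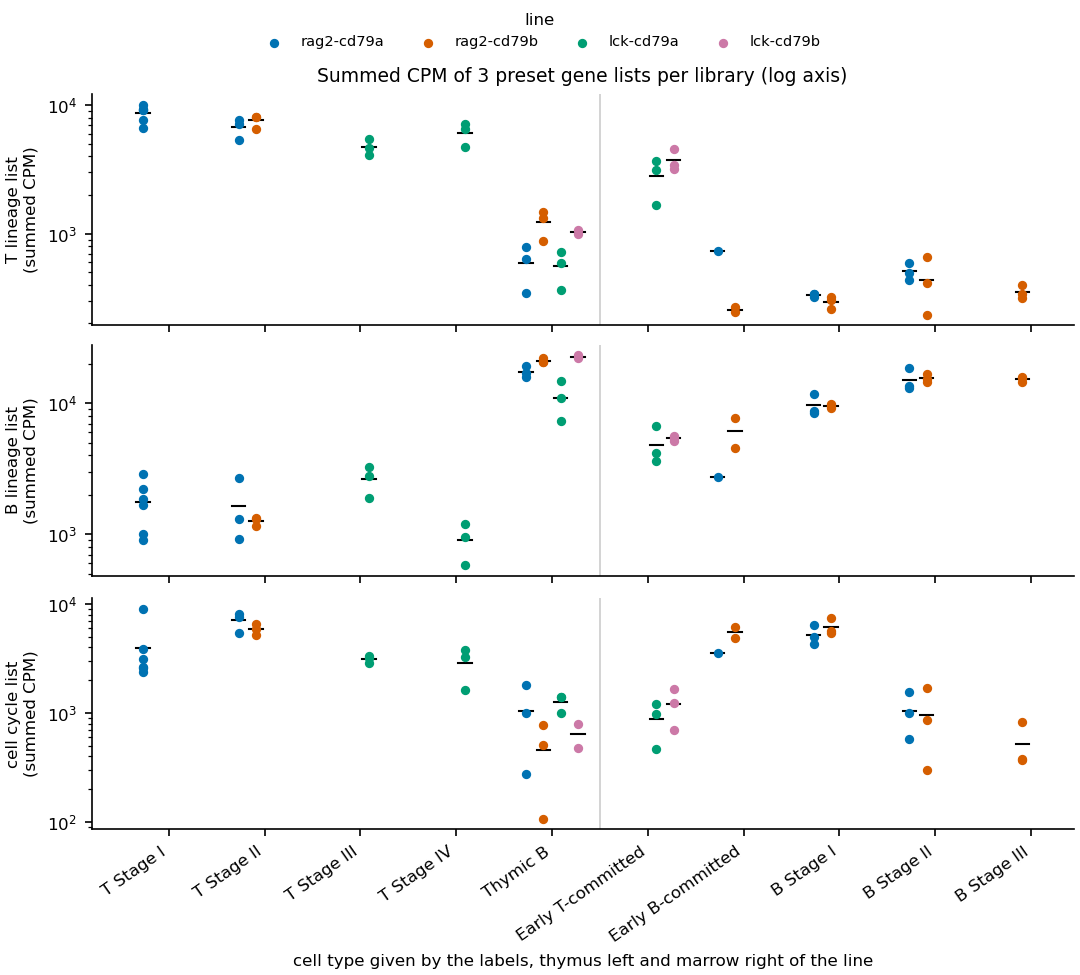
Summed CPM (log axis) of the T lineage, B lineage and cell cycle lists in each of the 53 libraries, by cell type; points are libraries coloured by line and short lines are the means of each line within a cell type. The cell cycle list ran from 4320 to 7501 CPM in B Stage I and from 300.1 to 1704 CPM in B Stage II.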

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

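Of the tests below, those of B lineage RNA in single T lineage libraries and of variants carried by a line were chosen after the results were seen. For 64 measures in cell types of 4 to 10 libraries, the gap of the highest or lowest library to the nearest other was compared with the range of its cell type, and 15 exceeded the limit where chance gives 3.2. Chance therefore covers only a part of them. Of the measures in CPM, 14 stood out on the CPM scale, and 9 of 54 still did on the scale of log2(CPM + 1), where chance gives 2.7. The right-skewed CPM scale may thus account for some of these libraries, but the count did not fall to the chance level, and how many it accounts for stays open.

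In B Stage I, rag2-cd79a replicate 40 held 3119 summed CPM of the erythroid list and 862.2 of the myeloid list, and replicate 41 held 321.5 of the thymic epithelium list. In B Stage II of the same line, replicate 43 held 7.142 CPM of lck and 1207 summed CPM of the myeloid list, and replicate 44 held 33.58 CPM of rag2 and 34.6 summed CPM of the V(D)J recombination list, which contains rag2. In T Stage I, rag2-cd79a replicate 28 held 2295 summed CPM of the V(D)J recombination list and 9059 of the cell cycle list. In T Stage II, replicate 26 of that line held 2706 summed CPM of the B lineage list. Replicate 1 of the rag2-cd79b line had 11360 detected genes at 8783597 counts, the fewest counts and the most detected genes of the 6 T Stage II libraries, so a greater depth does not account for it. No biological explanation was tested for these single libraries.

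The cd79a gene stood out in T Stage I replicate 31, at 10.25 CPM, in T Stage II replicate 24, at 13.56 CPM, and in early T-committed replicate 55, at 17.16 CPM. Replicate 55 also held 15.87 CPM of rag2. If B lineage RNA were the source, other abundant B lineage genes would stand at the share of their thymic B level that cd79a shows. Over 9 such genes the median was 0% of that level in replicates 31 and 24, which argues against B lineage RNA there. It was 98.19% in replicate 55 at a share of 3.4%, but syk and lyn stood at 300 and 30.2 CPM in the other early T-committed libraries too. Over the 7 genes that were low there, the median was 1.7%. The pax5, blnk and cd37 genes stood at 5.89, 32.5 and 10.8 CPM where 6, 17.3 and 10.8 were needed, while igl1c3 stood at 0 CPM where 29.1 was needed, and gfp had 0 counts where 58.5 CPM was needed. The genes thus went both ways in a single library, which leaves B lineage RNA open there. These are single libraries, and a mislabelled tube or the spread of low counts was not tested.

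The step from B Stage I to B Stage II differed between the rag2 lines in 2 genes (edgeR adjusted p 0.00229 and 0.00019), by -5.31 for si:ch211-198c19.3 (ENSDARG00000095533) and by -2.77 for si:ch211-214p16.1 (ENSDARG00000044129) on the log2 scale, rag2-cd79b minus rag2-cd79a. The first rose from 43.4 ± 26.9 to 915 ± 241 CPM in the rag2-cd79a line and stood at 268 ± 157 and 155 ± 96.7 CPM in the rag2-cd79b line (SD, n = 3 each). The second stood at 905 ± 205 and 1022 ± 47.4 CPM in the rag2-cd79a line and fell from 1473 ± 137 to 242 ± 69.7 CPM in the rag2-cd79b line (SD, n = 3 each). A variant that lowers a gene in every population of the rag2-cd79b line would make both lower in B Stage I as well, but there the log2 ratio of rag2-cd79b to rag2-cd79a was 0.7 for the lower of the 2, so such a variant could not give this pattern alone. In 11 of 60 splits of the 12 libraries at least 2 genes were called, so a count of this size could also arise by chance, and a batch that coincides with the line cannot be told apart from the line.

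The difference of thymic B from T Stage II differed between the rag2 lines in 3 genes. The arhgef1 gene (ENSDARG00000055837) differed by -3.8 on the log2 scale (edgeR adjusted p 0.00199): thymic B cells held 1310 ± 150 CPM in the rag2-cd79a line and 166 ± 29.7 CPM in the rag2-cd79b line (SD, n = 3 each). In T Stage II the log2 ratio of rag2-cd79b to rag2-cd79a was 0.55, above 0, which argues against a variant that lowers the gene throughout the line. The eny2 (ENSDARG00000070046) and eif4e1c (ENSDARG00000012274) genes had fitted differences of -13.06 and -13.68 (edgeR adjusted p 0.0438 for both), which depend on the prior count because all 3 rag2-cd79b thymic B libraries held 0 counts. The other rag2 line held 99.8 ± 41.6 CPM of eny2 and 66.4 ± 58.7 CPM of eif4e1c, the latter with 1 library at 0. Fewer genes detected in the rag2-cd79b thymic B libraries could explain these and cannot be told apart from a difference between the lines: 3804, 5157 and 5942 genes were detected there against 5885, 6681 and 6740 in the rag2-cd79a line. Of genes with at least 50 CPM in the other 3 groups, 4 were at 0 in all 3 of these libraries and 4 in all 3 of the rag2-cd79a line, but eny2 and eif4e1c are among the former, so the count decides nothing. In 7 of 60 splits at least 3 genes were called, so the count does not exceed what other splits give. It was 1 without any of T Stage II replicates 1, 2, 3, 24 and 26 and thymic B replicates 4, 34 and 35, and 6 without thymic B replicate 6.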

How the results depend on the processing

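The alternatives with a mean of at least 100 CPM, the earlier edgeR dispersion pipeline, and the gene lists with median-ratio size factors or with 1 library left out were chosen after seeing the data, and the test of mixed groups in the fit of all libraries was chosen after its result was in view. No paired analysis was possible because replicate numbers are not shared between groups. The alternative without a low-count filter removed and added no gene, so it says nothing about stability. The causes of the changes below were not tested unless a cause is given.

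DESeq2 called more genes than edgeR in every one of the 16 comparisons. It called 880 genes in T Stage II against T Stage I, 2075 in T Stage III against T Stage II, 1317 in T Stage IV against T Stage III and 753 between populations T3 and T2. Along the B stages it called 3254 in B Stage I against early B-committed cells, 1282 in B Stage II against B Stage I and 1476 in B Stage III against B Stage II. Thymic B gave 3591 against B Stage II, 3476 against B Stage III and 4616 against T Stage II. Early T-committed against early B-committed cells gave 3753, T Stage III against early T-committed cells 1907, the lck against the rag2 lines 3214, the cd79b against the cd79a lines 3409, and the differences between lines 948 and 2537. A spread between replicates that the DESeq2 test does not cover is a candidate explanation. When libraries of the groups compared were mixed, DESeq2 still called a median of 1140 genes (609 to 1528 over 9 values from 3 fits of all libraries) where the real groups gave 1317, 1476 and 753, and edgeR called at most 0. In fits of only 6 libraries the median over 27 mixed splits was 51, against 119, 76 and 49 for the real splits. There 2 mixed splits, both of T3 and T2, reached the real count, so in these smaller fits mixing mostly lowered the count. The mixed splits gave up to 18, 11 and 22 genes by edgeR in these fits, where the real splits gave 33, 11 and 0. On simulated data 85.3% and 86.7% of the DESeq2 calls were unchanged genes.

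The fit of only the libraries compared gave 5 genes in T Stage II against T Stage I, 25 in T Stage III against T Stage II, 33 in T Stage IV against T Stage III, 305 in B Stage I against early B-committed cells, 514 in B Stage II against B Stage I and 11 in B Stage III against B Stage II. It gave fewer genes in thymic B against B Stage II (83) and B Stage III (19), in early T-committed against early B-committed cells (124) and between the lck and rag2 lines (47). With limma on the variance-stabilised table the counts were 14, 7 and 22 for the 3 steps of the T stages and 16 for T3 against T2, 385, 395 and 90 for the 3 steps of the B stages, 353 for thymic B against B Stage III, 695 for early T-committed against early B-committed cells, 266 for T Stage III against early T-committed cells, 163 for the lck against the rag2 lines, and 8 and 8 for the differences between lines.

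With a mean of at least 100 CPM, 1069 genes were tested and the counts were 6 for T Stage II against T Stage I, 7 for T Stage III against T Stage II, 90 for B Stage I against early B-committed cells, 69, 48 and 463 for thymic B against B Stage II, B Stage III and T Stage II, 178 for early T-committed against early B-committed cells, 90 for T Stage III against early T-committed cells and 1 for the difference of thymic B from T Stage II between lines. Lower counts here follow in part from fewer genes tested. With a mean of at least 5 CPM, 8556 genes were tested, the cd79b against the cd79a lines gave 189 and the last named difference 1. With median-ratio size factors T Stage III against T Stage II gave 5, B Stage III against B Stage II 1 and that difference 1. The median log2 fold change of all genes shifted by more than 0.1 under this scaling in T Stage III against T Stage II (0.14), B Stage I against early B-committed cells (-0.11), thymic B against B Stage II (0.12), B Stage III (0.2) and T Stage II (0.14), early T-committed against early B-committed cells (0.18) and the cd79b against the cd79a lines (0.15). The share of higher genes moved by more than 10 points in 4 comparisons: from 27.7% to 45.6% and from 28.4% to 48.3% in thymic B against B Stage II and B Stage III, from 76% to 60% in the lck against the rag2 lines and from 28.1% to 54.3% in the cd79b against the cd79a lines. In the last of these the majority changed sides.

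The earlier edgeR pipeline gave 5 genes in T Stage III against T Stage II, 18 in B Stage I against early B-committed cells, 33 in B Stage II against B Stage I, 1 in B Stage III against B Stage II, 398 in thymic B against B Stage II, 26 in T Stage III against early T-committed cells, 119 in the lck against the rag2 lines, and 1 and 27 for the differences between lines. Of the 152 genes of B Stage I against early B-committed cells 18 were shared, and 0 of the 4 of B Stage III against B Stage II. Without the line adjustment T Stage III against T Stage II gave 17 and early T-committed against early B-committed cells 699, of which 2 and 239 were shared with the 2 and 378 adjusted calls. The rag2-cd79b and rag2-cd79a lines alone gave 76 and 23 in B Stage I against early B-committed cells (the latter with 1 early B-committed library), 34 and 18 in B Stage II against B Stage I, 95 and 26 in thymic B against B Stage II, and 754 and 452 in thymic B against T Stage II, with fewer libraries in each fit.

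Across the fits that each left out 1 library the counts ran from 0 to 3 for T Stage II against T Stage I, 1 to 6 for T Stage III against T Stage II, 3 to 14 for T Stage IV against T Stage III and 0 to 0 for T3 against T2. They ran from 93 to 137, 107 to 166 and 0 to 4 for the 3 steps of the B stages, from 94 to 205, 37 to 186 and 1149 to 1392 for thymic B against B Stage II, B Stage III and T Stage II, from 271 to 485 for early T-committed against early B-committed cells and from 62 to 121 for T Stage III against early T-committed cells. They ran from 16 to 128 for the lck against the rag2 lines, 32 to 226 for the cd79b against the cd79a lines, 2 to 2 and 1 to 6 for the differences between lines, and 18 to 25 for the pairs of gene list and comparison. Of 74 named genes and lists with a call, 30 lost it in at least 1 of these fits and 0 reversed. Among all called genes some did reverse in single fits. These were up to 11 in thymic B against T Stage II and 4 in early T-committed against early B-committed cells. There were up to 3 in thymic B against B Stage III and at most 2 in any other comparison. The only rag2-cd79a early B-committed library, replicate 36, could not be left out.

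Of the 25 list results called by fry, camera reversed 1, the B lineage list in thymic B against B Stage II (mean log2 fold change -0.85 against a median of -0.94 over all genes, which camera compares with). It weakened 4 others, and median-ratio size factors gave 22 calls. The margin of the nearest marrow B stage over the nearest T stage was 0.802 over the 500 most variable genes, a set chosen for differences (0.067 with SD 0.017 over all genes); Spearman correlation and a prior count of 0.5 each moved it by less than that SD. T Stage I as T2 or as T3 alone gave 0 genes. Of the other named genes and lists with a call, the numbers that lost it were 7 under DESeq2, 20 under the earlier edgeR pipeline, 4 under limma, 2 and 1 with a mean of at least 5 and 100 CPM, 8 with median-ratio size factors, 8 in fits of only the libraries compared, 1 without the line adjustment, 9 and 6 in the rag2-cd79a and rag2-cd79b lines alone, 4 without reporter genes in the lists, and 113 over all fits without 1 library.

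Zero counts limit what depth can add. Among genes with a group mean of at least 50 CPM, 1.7% of the entries were 0 (1761 of 102915) where Poisson counting at these totals gives 0, so the number of counts per library does not explain them.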

Other observations

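The tests of runx3, mbpa, the myeloid and B lineage RNA in T Stage III, gfp, rag1 and the balance of higher and lower genes were chosen after the results were seen. The kidney tubule list was written after the 4 genes it concerns had been seen but before its own values, and the splits were set beforehand. Models were refitted with the libraries of each comparison split in other ways, at most 60 splits each and the real split included. At least as many genes were called in 1 of 40 splits for B Stage I against early B-committed cells and for early T-committed against early B-committed cells. The same held for 1 of 60 splits for B Stage II against B Stage I, for thymic B against B Stage II and T Stage II, and for the cd79b against the cd79a lines. For the lck against the rag2 lines it was 2 of 60, with 166 genes in the other split against 75. In comparisons of 3 against 3 libraries only 10 splits exist, so no share under 0.05 can be reached: 1 of 10 for T Stage IV against T Stage III, B Stage III against B Stage II, thymic B against B Stage III and T Stage III against early T-committed cells, and 10 of 10 for T3 against T2, with 0 genes (397 at an unadjusted p under 0.05). T Stage III against T Stage II gave 5 of 20, with up to 40 genes in another split, and T Stage II against T Stage I, with 0 genes, 60 of 60 (4 of 60 by genes at an unadjusted p under 0.05, where the real split gave 707). The differences between lines gave 11 of 60 and 7 of 60.

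The runx3 and mbpa genes were higher in thymic B than in marrow B libraries, and RNA of T lineage cells from the same organ could be the source. For mbpa, 5 of the 6 rag2 line thymic B libraries held more than the highest T Stage II library. T Stage II RNA cannot give this, so its admixture is argued against for mbpa. The other T stages were not compared in this test, so RNA from them stays open. The mean of mbpa in thymic B cells was 373 CPM in the rag2-cd79a and 172 in the rag2-cd79b line, but 11.8 and 21.6 in the lck-cd79a and lck-cd79b lines. For runx3, 8 of 11 thymic B libraries held a higher percent of its T Stage II level than of each of 10 abundant T lineage genes, where the test asked for at least 9, so this test left T lineage RNA open. Its mean percent was 26.5 ± 14 (SD, n = 11), against 9.9 for tox, the highest of the 10 genes, 0.45 for cd8a and 1.06 for il7r. In 11 of 11 libraries runx3 stood above the median of the 10 or 11 T lineage genes abundant in the reference, with each of the 4 thymic T stages as reference (exact sign test, two-sided p 0.000977). Those genes stood at a median of 12.6% of the level that T Stage II RNA as the source of runx3 would need, above the limit of 10% set in the tests of B lineage RNA, and at 5.7% to 9.9% with the other stages. This argues against T lineage RNA as the whole source of runx3, while a part from it stays open. The runx3 gene had been picked for its high level in the rag2 line thymic B libraries, so the p of the sign test can be too low. In the lck line libraries, not used in that choice, runx3 stood at 5.7% to 29.6% of its T Stage II level. The medians of the T lineage genes were 0.38% to 4.55% there. Differences between thymic and marrow B cells remain an untested open explanation for both runx3 and mbpa.

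The 4 genes higher in B Stage III than in B Stage II may come from kidney tubule cells, since the blood-forming marrow of fish lies in the kidney. A kidney tubule list without those 4 genes was higher in B Stage III (mean log2 fold change 3.77, fry unadjusted p 1.91e-08; 3.75e-10 to 1.97e-06 without single libraries). Of its 24 genes found, 18 were higher, and 5 exceeded 1 CPM on average in thymus libraries. Its summed level was 599 ± 334 CPM in B Stage III and 114 ± 70.7 CPM in B Stage II of the same line (SD, n = 3 each), 352 ± 358 CPM over the marrow (SD, n = 24) and 31.3 ± 31 CPM over the thymus (SD, n = 29). The most abundant were dab2_ENSDARG00000031761 at 75.3 and 10.5 CPM, pdzk1 at 67.6 and 0.128 CPM and slc22a7b.1 at 63.4 and 0 CPM. In B Stage I replicates 40 and 41 of the rag2-cd79a line reached 914 and 1571 CPM.

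The 11 genes lower in T Stage IV than in T Stage III may in part come from myeloid RNA in T Stage III. The myeloid list was lower in T Stage IV (mean log2 fold change -2.14, fry unadjusted p 0.00728), but the p ran from 0.000993 to 0.0597 across fits without 1 library, the highest without T Stage III replicate 46. Summed levels were 389 ± 242 and 166 ± 100.5 CPM (SD, n = 3 each). Against an admixture of the myeloid RNA that early T-committed cells held, lyz and npsn, at 498 and 238 CPM there, were at 0 CPM in T Stage III. Levels of ctss2.1 were 230 and 143 CPM in T Stage III and T Stage IV. In T Stage III and T Stage IV, MFAP4_ENSDARG00000090783 stood at 73.5 and 1.37 CPM, MFAP4_ENSDARG00000088745 at 66.1 and 14.3 and spi1a at 12.4 and 0.961, which goes with an admixture. The marco gene stood at 0.818 and 6.59 CPM. The myeloid genes thus went both ways, and RNA of myeloid cells without lyz and npsn stays open. None of the 11 genes is in the myeloid list (0) and 3 are in the B lineage list. B lineage RNA at the share that the excess of cd74a needs, 14.9%, would raise other abundant B lineage genes, but their median was 0% of the needed level over 9 genes, with 55.2% the highest, which argues against it. A change within the T cells stays open and untested.

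The gfp reporter is driven by a B lineage promoter, yet T Stage I and T Stage IV libraries held gfp counts. Its level followed the sorted population. Thymic T1 libraries (T Stage II and T Stage III) held at most 1.83 CPM. Thymic T2 and T3 libraries (T Stage I and T Stage IV) held 9.12 to 152 CPM. The cells had been sorted by the reporters, so selection of gfp-bearing cells by the sort stays open. If RNA of B lineage cells were the source, abundant B lineage genes would stand at the gfp share of their thymic B level. That share was 7.59% in T Stage IV and the genes stood at a median of 0% of the needed level, at most 3.7%; cd79a needed 22 CPM and had 0, below a limit of 0.247 CPM. In T Stage I the share was 0.97% and the median 7.65%, with 1 gene above 50 percent of the need and the highest at 163.3%. Both argue against B lineage RNA as the whole source, and transgene activity or its readout in these T cells, for which no test was made, may remain.

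In early T-committed cells rag1 stood at 16.1 ± 27 CPM in the lck-cd79a line against 501 ± 206 CPM in T Stage III (SD, n = 3 each), or 3.2%. A lower share of T lineage RNA would lower T lineage genes alike, but 14 of them stood at a median of 40.7% and none below rag1, the lowest being gata3 at 5.9%, so this could not give the whole of it. The rag1 gene, named after its values were seen, was higher in T Stage III by 4.99 on the log2 scale (SE 0.88, edgeR adjusted p 0.00064), where rag2 was also called but lost its call in 3 of 6 fits that left out 1 library, and fell by 4.43 from early B-committed cells to B Stage I (SE 0.64, edgeR adjusted p 1.14e-05), where rag2 passed no threshold (log2 fold change -0.46, SE 0.65, edgeR adjusted p 1); whether the 2 genes differ was not tested. In early T-committed cells il2rb, also noticed in the data, stood at 178 ± 98.7 CPM (SD, n = 6), and at 9.25 ± 10.6 CPM or less in the other cell types.

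Thymic B against T Stage II had more lower than higher genes. Fewer detected genes in thymic B libraries may explain this: among genes with a mean of at least 100 CPM, 51.4% of the calls were higher (238 against 225). With median-ratio size factors and all genes the share of higher genes was 46.6% in place of 36.7% (624 against 716), so most of the imbalance also depended on the scaling. These 2 explanations were not separated, and a true excess among weakly expressed genes was not excluded.

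The other preset lists were described by their summed CPM. Erythroid genes had their highest mean in early T-committed cells, at 7073 ± 6147 CPM (SD, n = 6), with libraries from 1324 to 17920 CPM. Early B-committed cells, at 4693 ± 4439 CPM (SD, n = 3), lay within that range, so the order of these 2 cell types is uncertain. T Stage II held 60.6 ± 73.6 CPM (SD, n = 6). In T Stage III against early T-committed cells 3 of 7 genes were lower over all genes and 5 adjusted over the list alone. Myeloid genes stood at 1648 ± 707 CPM in early T-committed cells (SD, n = 6), with 2 of 12 genes lower in T Stage III over all genes and 5 adjusted over the list alone. Thymic epithelium genes ran from 38.4 ± 27.3 CPM in T Stage II to 268 ± 241 CPM in early T-committed cells (SD, n = 6 each), and 1 of 7 was higher in the lck than in the rag2 lines over all genes and 4 adjusted over the list alone. V(D)J recombination genes stood at 1300 ± 520 CPM in T Stage I (SD, n = 6), 1076 ± 830 CPM in early B-committed cells (SD, n = 3) and 15.4 ± 9.51 CPM in B Stage II (SD, n = 6), and 2 of 3 were lower in B Stage II than in B Stage I over all genes and 2 adjusted over the list alone.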
